A study of Mus musculus with 6 samples. Its data were reported in "Long noncoding RNA LEENE promotes angiogenesis and ischemic recovery in diabetes models" (2022).

How the data were processed

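Gene expression was measured by bulk RNA-seq in CD144-enriched cells, a fraction enriched for endothelial cells (ECs) with magnetic beads against VE-cadherin, from the muscle of mice on a high-fat, high-sucrose diet. The limb had been made ischemic by hind limb ischemia (HLI) surgery on day 0. By the labels, adenovirus was injected into the muscle on days 1 and 4, with harvest after 1 week. The study's methods give a later day for the second injection. The 6 samples fell into 3 groups of 2, taken from the sample titles: WT mice given an adenovirus for green fluorescent protein (WT + GFP), Leene-knockout mice given the same vector (KO + GFP), and Leene-knockout mice given an adenovirus for human LEENE (KO + LEENE).

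Per the labels, RNA was reverse transcribed with a 3′ single-cell gene expression kit, with the step that puts cells into droplets left out. Per the file headers, the authors counted reads with featureCounts 2.0.0 over the exons of each gene of Ensembl release 84 on GRCm38, without using strand, so the values are unnormalized read counts. The headers name uniquely aligned reads, and no collapsing of molecular identifiers is named. Reads copied from 1 molecule are therefore not told apart, and intervals and detection floors cover counting error only. The study's methods name STAR, another mouse build (mm9), TPM values and DESeq2; the headers name GRCm38, which is the build used here. Overlapping genes and copies of a gene cannot be separated fully by such counting.

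The files hold 47729 genes, of which 43465 had a name in a later annotation release under the same identifier and 4264 did not. Totals ranged from 1770992 to 5602603 reads per library. The smallest level a library can show was set at 3 reads. For single genes, a fold change against a group at or under this floor in every library is given as a lower bound. Means, SDs and ranges over several genes use the estimates without such bounds.

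Differential expression was tested with the quasi-likelihood test of edgeR 4.0.16 on the counts as deposited, in R 4.3.3. All 6 samples entered one fit with a mean per group, TMM normalization and no covariates. Genes were kept by filterByExpr with its defaults, a minimum count of 10 and a minimum total of 15, which left 8903 genes. P values were adjusted by the Benjamini-Hochberg method within a contrast, and genes with an adjusted P value under 0.05 are called differentially expressed genes (DEGs). The standard error of a log2 fold change was taken as its size divided by the square root of the test's F value, an approximation. Marker gene sets were tested with camera (limma 3.58.1, inter-gene correlation 0.01), with adjustment over all sets and contrasts. Distances between groups are root mean square differences of log2 CPM (reads scaled to a common library total) with a prior count of 2.

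The scripts were tested on simulated counts for the same 8903 genes with 200 genes changed. The counts were drawn with the variation that edgeR estimated within groups, so variation between mice was not simulated. The false calls below therefore do not give the rate to be met between mice. In the data 70.1% of genes were called in KO + GFP against WT + GFP, far more than were changed here. The edgeR test recovered 82.5% of the changed genes, with 1 false call and 0 calls in the contrast with no change. It recovered 54% of those changed by 1 on the log2 scale and 100% of those changed by 4. DESeq2 1.42.0 recovered 67%. In the simulation a set raised by 1 on the log2 scale gave a camera P value of 3.96e-25, and a random set gave 0.506. With so few other genes changed, this does not show the power of camera in the data.

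Genes were named by a rule set before the data were examined: the neighbors of the targeted locus, the study's angiogenic genes and cell markers, sex-linked genes, and the 5 largest rises and 5 largest falls among DEGs of the KO and LEENE contrasts. The last also needed a mean of at least 20 CPM and no overlap between the groups. The alternatives, also set before the data were examined, were other size factors, library size only, DESeq2, only the 4 samples compared, other filters and thresholds, thinning to the smallest total, leaving out abundant genes, the replicate number of the titles as a block, and leaving out each replicate. The replicate numbers come from the sample titles. With 2 samples per group an exact two-sided permutation test of 1 value cannot give a P value under 0.333, so none was run.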

Results

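To ask how loss of Leene, and its supplementation with human LEENE, relate to gene expression in ischemic muscle, RNA-seq counts of CD144-enriched cells were compared between WT + GFP, KO + GFP and KO + LEENE mice, with 2 libraries per group. The WT + GFP libraries held 4534530 and 4126552 reads assigned to genes. The KO + GFP libraries held 5602603 and 3625419 reads, and the KO + LEENE libraries 1770992 and 1791336. The floor of 3 reads was 0.662 CPM (reads scaled to a common library total) in the first WT + GFP library and 1.69 CPM in the first KO + LEENE library. Mitochondrially encoded genes took 50.5% ± 0.563 (SD, n = 2) of reads in WT + GFP, 34.3% ± 0.0764 in KO + GFP and 33.7% ± 0.0906 in KO + LEENE. Of all reads, mitochondrial ribosomal RNA took 34.7%, 21.6% and 31.8% in the same order. The like totals of KO + GFP and KO + LEENE thus differed in make-up. The 20 most abundant genes of each library took 66.4% ± 0.0939, 52.5% ± 0.104 and 57.5% ± 0.031 of its reads, respectively.

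The targeted locus was examined first. Leene corresponds to a region of chromosome 14 that lies between Ktn1 (47648448 to 47736564) and Peli2 (48120869 to 48260883) on GRCm38. The noncoding genes there, Gm41148 (47791038 to 47805372), Gm35360 (47814235 to 47823090) and Gm49302, were not analysed here, nor were human LEENE and GFP. The genotype labels were therefore not checked against the targeted gene. Ktn1 (ENSMUSG00000021843) had 224 and 219 reads in WT + GFP, 749 and 550 in KO + GFP, and 1006 and 1035 in KO + LEENE. Its log2 fold change was 1.95 ± 0.0916 (SE) in KO + GFP against WT + GFP (adjusted P = 4.77e-84, edgeR). The median size of the change over all genes in that contrast was 2.09, so the change of Ktn1 was not large beside other genes. Ktn1 rose further in KO + LEENE against KO + GFP, by 0.866 ± 0.0756. Peli2 had at most 4 reads in any library and was not tested. Gm6498 overlaps Peli2 on the same strand, so the Peli2 count is uncertain.

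Libraries of the same group were next compared with each other. Over genes with at least 20 reads in a pair, outside the 20 most abundant, the median squared difference was 1.17 times counting noise in WT + GFP, 1.2 times in KO + GFP and 1.18 times in KO + LEENE. The same ratio was 79.6 between the first WT + GFP and the first KO + GFP library. A chi-square test over genes found more than counting noise within the pairs, with P = 4.08e-20, 6.73e-65 and 7.91e-19. Amplification of reads from the same cDNA can give this too, so the test does not show that the libraries of a pair came from different mice. The biological coefficient of variation that edgeR estimated within groups was 7.8%. The libraries of a group thus differed by little more than the sampling of reads, and the labels do not say whether they came from different mice. Per the file headers, the 6 libraries carry only 3 facility sample numbers, 1 shared by both libraries of each group. The 2 libraries per group were kept as the labels give them. The adjusted P values of all contrasts, that of Ktn1 among them, therefore compare libraries, not conditions, and their error may lack the variation between mice.

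**Figure D1:**
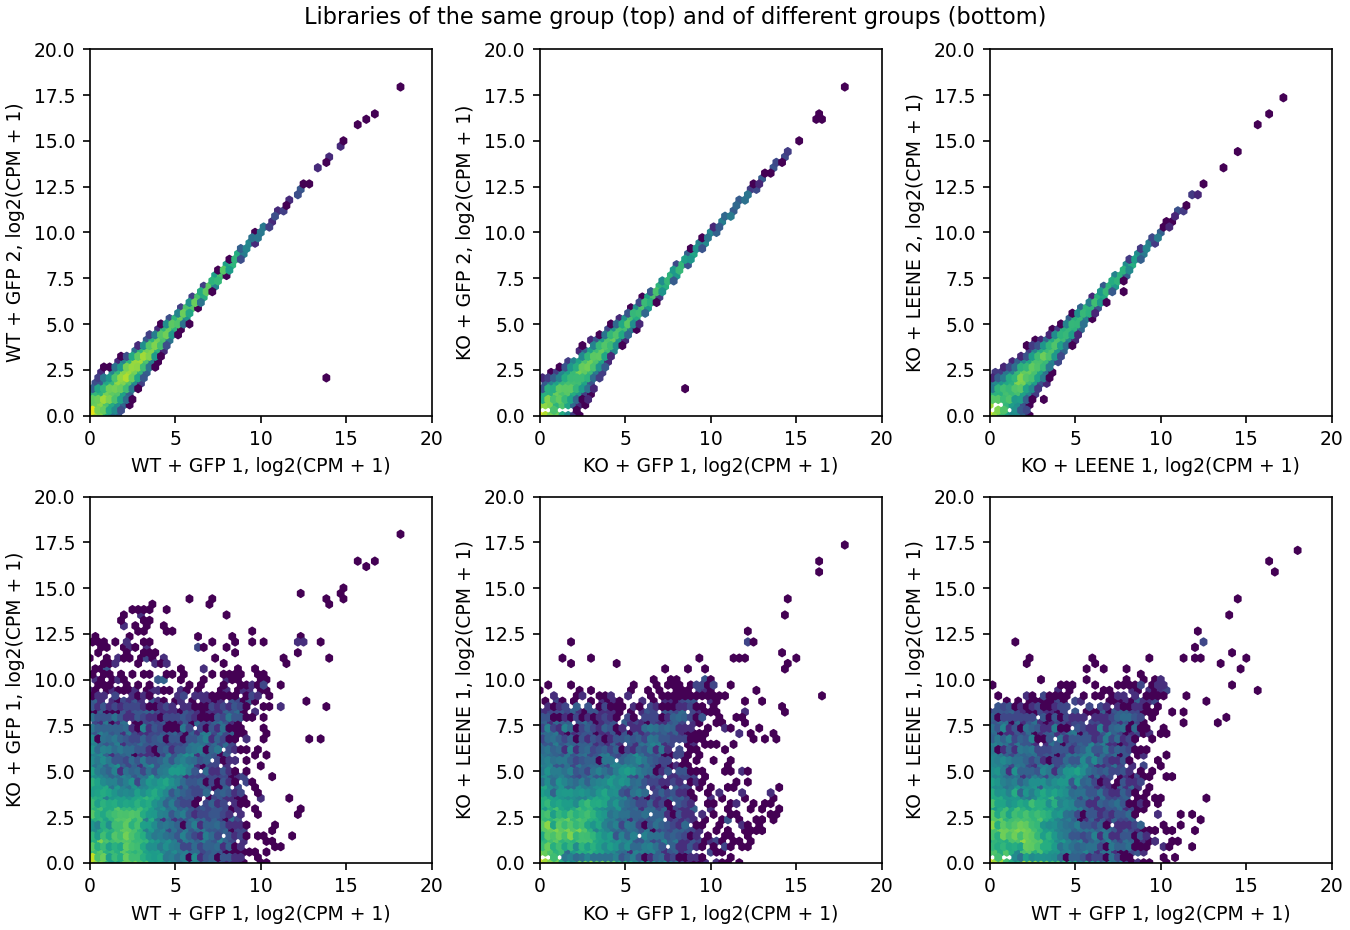
Each hexagon counts genes by their level, as log2(CPM + 1) with TMM normalization, in 1 library (horizontal axis) and another (vertical axis); brighter color means more genes on a log scale. The top row pairs the 2 libraries of a group, whose genes lie along the diagonal, and the bottom row pairs the first libraries of different groups, whose genes spread over the plane.

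KO + GFP was compared with WT + GFP to find the genes changed by Leene KO. Of 8903 genes tested, 6239 (70.1%) were DEGs, with 3045 higher and 3194 lower in KO + GFP. The median size of the change over all genes was 2.09 on the log2 scale, and 6222 genes (69.9%) differed by at least 2-fold. Keeping only genes with at least 10 reads in every sample moved the number most, to 1536 DEGs. This filter removes genes nearly absent from any group, so the fall does not show how many calls were lost among genes still tested. Comparing by library size only moved the median log2 fold change of all genes from -0.0876 to -0.571, and the share of DEGs that were lower from 51.2% to 59.9%.

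KO + LEENE was compared with KO + GFP to find the genes changed by LEENE overexpression (OE). There were 6035 DEGs, 2924 higher and 3111 lower in KO + LEENE. Here the direction of the DEGs depended on scaling. With library size only, the median log2 fold change of all genes was 1.07 where TMM gave -0.0102, and 32.9% of DEGs were lower where TMM gave 51.5%.

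KO + LEENE was also compared with WT + GFP to ask how far the supplemented mice still differed from WT. There were 6295 DEGs, 3014 higher and 3281 lower in KO + LEENE, and 52.1% were lower. Library size only gave 40.1% lower, and a median log2 fold change of 0.501 in place of -0.106. The distance over all genes was 3.1 (log2) from KO + GFP to WT + GFP, 3.12 from KO + LEENE to KO + GFP, and 2.93 from KO + LEENE to WT + GFP. Replicates lay 0.476 apart in WT + GFP, 0.56 in KO + GFP and 0.578 in KO + LEENE. By this distance KO + LEENE was nearer to WT + GFP than KO + GFP was, by a small part of either distance. No test was run on this difference. Pearson's r of log2 CPM between libraries did not show it. With the first WT + GFP library, r was 0.304 and 0.301 for KO + GFP, and 0.304 and 0.299 for KO + LEENE. With the second WT + GFP library, r was 0.302 and 0.299 for KO + GFP, and 0.301 and 0.297 for KO + LEENE.

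The overlap of DEGs that were lower in KO + GFP than in WT + GFP and higher in KO + LEENE than in KO + GFP, the LEENE-rescued genes, held 1093 genes. If the lists of 3194 and 2924 genes were independent, 1049 would be shared. Independence does not hold, since both comparisons use the KO + GFP libraries. The number of LEENE-rescued genes fell to 354 with at least 10 reads in every sample, the largest change as a ratio. That filter removes genes nearly absent from any group. With library size only the number rose to 2205, the largest change in number of genes. Of the 3194 genes lower in KO + GFP, 34.2% were raised by LEENE OE, 1631 were not DEGs in that comparison and 470 were lowered further. Among the 1093 rescued genes, 380 remained lower than in WT + GFP, 293 were not DEGs against WT + GFP, and 420 were higher than in WT + GFP. In the opposite direction, 2281 genes were raised by KO and lowered by LEENE, against 1064 if independent. Across genes, which are not independent replicates, the KO and LEENE log2 fold changes had a Pearson's r of -0.532.

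**Figure D2:**
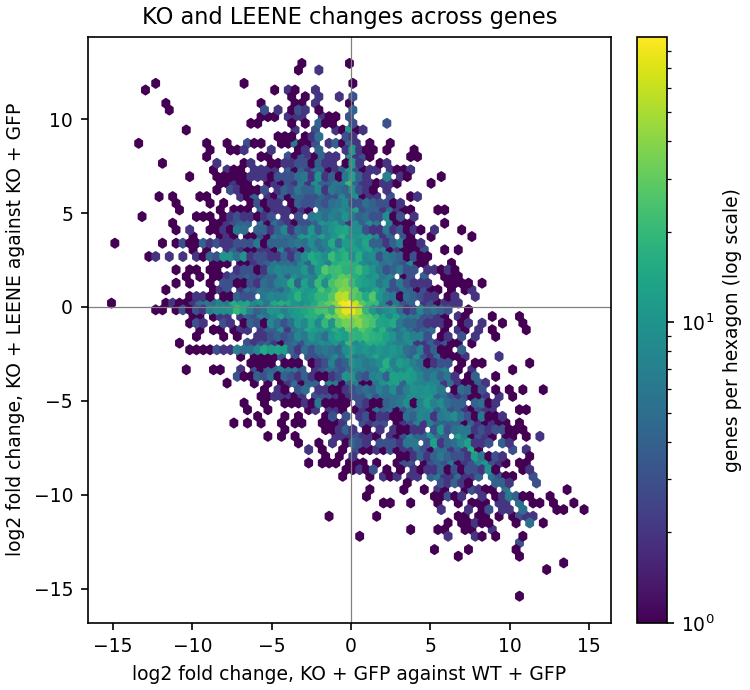
Each hexagon counts genes by their log2 fold change in KO + GFP against WT + GFP (horizontal axis) and in KO + LEENE against KO + GFP (vertical axis), with color on a log scale. The changes had r = -0.532 across 8903 genes. Both axes share the KO + GFP libraries, and a simulation of groups that vary independently gave -0.491, so r alone shows no reversal.

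The same overlap was counted with each group in the place of KO + GFP. By edgeR with TMM, 1136 genes were lower in WT + GFP than in both other groups, and 1310 were lower in KO + LEENE than in both others, against 1093 in KO + GFP. The numbers of genes highest in 1 group were 2359 in WT + GFP, 2281 in KO + GFP and 2163 in KO + LEENE. This count was chosen after the overlap was seen. It depended on scaling: with library size only, 2205 genes were lowest in KO + GFP, 1178 in WT + GFP and 676 in KO + LEENE.

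**Figure D3:**
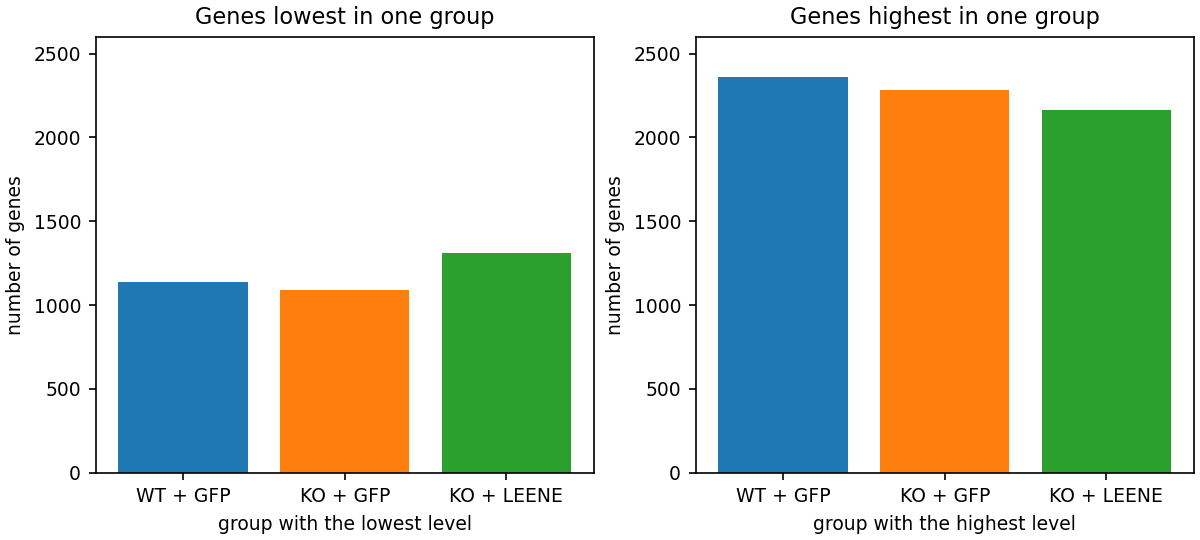
Bars give the number of genes, from 0, that were DEGs against both other groups (edgeR, TMM) with their lowest level (left) or highest level (right) in the group on the horizontal axis. KO + GFP had the fewest genes at their lowest, 1093, beside 1136 in WT + GFP and 1310 in KO + LEENE.

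Each of the 49 genes that the study names as rescued was tested here. All 49 were lower in KO + GFP than in WT + GFP and all 49 were higher in KO + LEENE than in KO + GFP, whether adjusted over all genes or over the list. Since the list was drawn from these data, this shows no stability. Against WT + GFP, 18 of them were lower and 19 higher in KO + LEENE.

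Angiogenic genes were then examined. Kdr (ENSMUSG00000062960, chromosome 5, 75932827 to 75978458), which encodes VEGFR2, had 808 and 708 reads in WT + GFP, 13 and 9 in KO + GFP, and 47 and 41 in KO + LEENE. The log2 fold change of Kdr was -5.69 ± 0.179 (SE) by KO (adjusted P = 3.41e-158, edgeR) and 2.21 ± 0.319 by LEENE OE (adjusted P = 2.16e-11). Kdr in KO + LEENE stayed below WT + GFP, with a log2 fold change of -3.49 ± 0.137 (adjusted P = 1.58e-112). Pgf (chromosome 12, 85166639 to 85177296) had log2 fold changes of -1.25 ± 0.0979 by KO and 0.585 ± 0.111 by LEENE OE. Pdgfb was near the floor in KO + GFP, with 1 and 3 reads, and had 13 and 14 reads in WT + GFP and 25 and 23 in KO + LEENE. Pdgfb was at least 2.83-fold lower in KO + GFP than in WT + GFP and at least 7.66-fold higher in KO + LEENE than in KO + GFP. Mir7213 overlaps Pdgfb on the same strand, which adds uncertainty to the Pdgfb counts. Vegfa differed in pattern: it rose by KO (8 and 2 reads in WT + GFP against 23 and 19 in KO + GFP) and rose again in KO + LEENE, to 799 and 788 reads. Nos3, encoding eNOS, had 19 and 8, 6 and 8, and 5 and 2 reads in the 3 groups, and the adjusted P values for KO and LEENE OE were 0.359 and 0.338 (edgeR). In KO + LEENE against WT + GFP the log2 fold change of Nos3 was -1.31 ± 0.616 (adjusted P = 0.0485, edgeR). That call was lost in each of the 6 alternatives that gave a test, with adjusted P values from 0.0568 to 0.429 (edgeR and DESeq2). On the other strand 2 genes, Gm15587 and Atg9b, overlap Nos3, which unstranded counting cannot separate. Mmp9 had at most 7 reads in a library and was not tested.

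**Figure D4:**
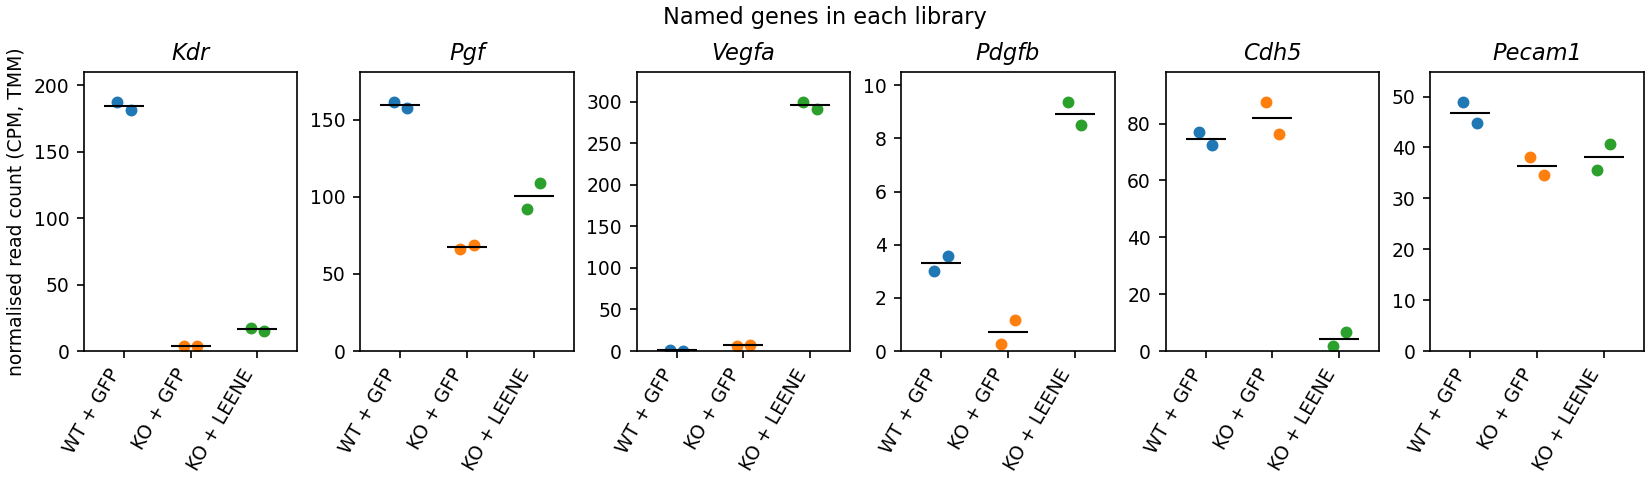
Points give the normalised read count (CPM, TMM; linear axis from 0, scaled per gene) of each library for 6 genes, and lines give the mean of the 2 libraries. Kdr lies at 187 and 181 CPM in WT + GFP, 3.54 and 3.5 in KO + GFP, and 17.6 and 15.2 in KO + LEENE.

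Cell markers moved apart from one another. Cdh5, which encodes the CD144 used for enrichment, had 332 and 283 reads in WT + GFP, 322 and 196 in KO + GFP, and 5 and 18 in KO + LEENE. Its log2 fold change by LEENE OE was -4.26 ± 0.22 (adjusted P = 2.59e-71, edgeR). Pecam1, another endothelial marker, changed by -0.357 ± 0.143 by KO (adjusted P = 0.0193, edgeR) and by 0.0597 ± 0.162 by LEENE OE (adjusted P = 0.772). These calls depended on the processing: by DESeq2 the change of Pecam1 by KO had an adjusted P value of 0.137, and with library size only in edgeR its change by LEENE OE was 1.22 (adjusted P = 7.54e-14). The macrophage marker Adgre1 had 1 and 2 reads in WT + GFP, 1823 and 1060 in KO + GFP, and 3 and 1 in KO + LEENE, so it was at least 592-fold higher in KO + GFP than in WT + GFP. Fcgr1 had 0 and 1, 143 and 91, and 5 and 7 reads in the same order. Acta2, Itgam and S100a4 had at most 6 reads in any library. On the same strand, Gm49368 overlaps Itgam and Gm42674 overlaps S100a4, so the low counts of Itgam and S100a4 are uncertain.

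The genes with the largest changes were nearly absent in at least 1 group. Genes were ranked by edgeR's estimates, which can reach below the floor, so the order is uncertain. By KO, the largest rises were in Zfp566, Gm9703, Dapk3, Atp5mj and Uqcrh, and the largest falls in mt-Tp, S100a11, Emp3, Tars1 and Gm3765. Nsmce1, not among these rises, was at least 4533-fold higher by KO, and the listed Atp5mj at least 535-fold. Zfp566 had 1 and 0 reads in WT + GFP, 18623 and 12293 in KO + GFP, and 7 and 8 in KO + LEENE, at least 6417-fold higher by KO. S100a11 had 4833 and 4209 reads in WT + GFP, 0 and 0 in KO + GFP, and 2 and 0 in KO + LEENE, at least 941-fold lower by KO. By LEENE OE, the largest rises were in Capn15, Acsm4, Trmt9b, Gm37452 and Siah1a, and the largest falls in Prdx1, Nsmce1, Abraxas2, Atp5mj and Fdx2. Capn15 had 0 reads in the WT + GFP and KO + GFP libraries and 779 and 853 in KO + LEENE, at least 260-fold higher by LEENE OE. Prdx1 had 4 and 5, 6315 and 4035, and 0 and 0 reads, at least 1462-fold lower by LEENE OE. Gm9703 and Gm3765 are annotated as processed pseudogenes, whose reads can stem from other copies. Zfp566, Dapk3, Uqcrh, Gm37452, Capn15, Siah1a and Abraxas2 overlap other annotated genes, so their counts are uncertain.

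Marker gene sets for cell types and states were compared next. None of the 36 pairs of set and contrast passed an adjusted P value of 0.05 by camera; 7 had an unadjusted P value under 0.05, and the smallest adjusted P value was 0.101. The smallest adjusted P value was shared by the macrophage set by LEENE OE and by the proliferation set by KO and in KO + LEENE against WT + GFP. The 11 proliferation genes had mean log2 fold changes of -3.75 and -3.7 in those contrasts, with 9 of 11 lower in each. The 6 macrophage genes had a mean log2 fold change of 4.31 by KO, with 5 of 6 higher, and -5.35 by LEENE OE, with 6 of 6 lower. The adjusted P values of the macrophage set by limma's camera were 0.113 and 0.101. With library size only the macrophage set by LEENE OE passed, at an adjusted P value of 0.0312. The 15 endothelial genes tested had a mean log2 fold change of 0.876 by KO, with 9 higher and 6 lower and an SD of 4.35 across genes. Their mean was -2.05 by LEENE OE, with 6 higher and 9 lower. The self-contained test fry called 32 of the 36 pairs.

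Sex-linked genes were read in each library. Xist had 50 and 28 reads in WT + GFP, 738 and 473 in KO + GFP, and 28 and 22 in KO + LEENE. The annotation has 5 genes that overlap Xist, Tsix among them, and 2 that overlap Ddx3y, so the counts of both genes are uncertain. Uty, on chromosome Y, had 100 and 95, 79 and 44, and 41 and 60 reads, and Ddx3y had 4 and 3, 7 and 7, and 136 and 145 reads. Kdm5d and Eif2s3y had at most 9 reads in any library.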

Values the study reported

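The study reported 771 genes as LEENE-rescued, that is, lowered by Leene KO and raised again by LEENE OE.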

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

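The numbers of DEGs in the 3 contrasts stayed within 1.5 times of the main value under each alternative but 1. Keeping genes with at least 10 reads in every sample gave 1536 DEGs by KO (790 higher, 746 lower), 1505 by LEENE OE (681 higher, 824 lower) and 1552 between KO + LEENE and WT + GFP (765 higher, 787 lower). It also gave 354 LEENE-rescued genes, 546 raised by KO and lowered by LEENE, and r = -0.607. This filter removes genes that are absent from any group, which the largest changes were. With library size only, 4474 genes were higher in KO + LEENE than in KO + GFP, 2205 were LEENE-rescued and r was -0.512; the TMM factors it leaves out ran from 0.66 to 1.52. DESeq2 called 5097 genes by KO, 4924 by LEENE OE and 4825 between KO + LEENE and WT + GFP, with 798 LEENE-rescued. Of its calls, 4887, 4788 and 4758 were shared with edgeR in the same direction, and 0 were opposite.

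With the replicate number as a block there were 6072 DEGs by KO, 5841 by LEENE OE and 6147 between KO + LEENE and WT + GFP, 1039 LEENE-rescued genes and 2238 raised by KO and lowered by LEENE. As a check of the pairing, the deviations of same-numbered libraries correlated across genes at 0.0306, 0.0192 and 0.0138 between groups. No marker set passed under the block either.

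Leaving out a replicate of the group outside a contrast gave from 6781 to 6782 DEGs by KO, from 6115 to 6127 by LEENE OE and from 6427 to 6642 between KO + LEENE and WT + GFP. Among genes still tested, from 68 to 139 of the calls made with all libraries were lost in these fits and 0 changed sign. Leaving out a replicate of a compared group leaves 1 library there and gives no test; at most 4 calls changed sign. The genes that differed by at least 2-fold then numbered from 6675 to 7033 by KO. Each fit that left out a replicate filtered genes anew, so its numbers of genes do not compare directly with those of all libraries. The correlation ran from -0.577 to -0.513 over the 6 such fits. When the contrasts shared no KO + GFP library, it was -0.505 and -0.495. The KO + GFP libraries differed from each other by little more than the sampling of reads, so this split does not remove the shared group. A simulation of groups that vary independently gave -0.491.

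The distances from KO + GFP to WT + GFP, KO + LEENE to KO + GFP and KO + LEENE to WT + GFP were 3.62, 3.69 and 3.51 with a prior count of 0.5, 2.36, 2.34 and 2.15 with 10, and 2.44, 2.34 and 2.1 with at least 10 reads in every sample. Leaving out each replicate gave from 2.98 to 3.02, from 2.99 to 3.04 and from 2.8 to 2.85. KO + LEENE was nearer to WT + GFP than KO + GFP was in each of these. Fry called 32 marker sets and contrasts, and library size only with camera called 1, the macrophage set by LEENE OE (adjusted P = 0.0312). Camera with the correlation estimated per set called none. The alternatives for the study's own gene list were chosen after seeing the data, and 49 genes were rescued in each of the 4.

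Some named results changed direction. Library size only shifts all genes of a contrast, with the median log2 fold change going from -0.0876 to -0.571 by KO, from -0.0102 to 1.07 by LEENE OE and from -0.106 to 0.501 in KO + LEENE against WT + GFP. The changes of sign under it are of about the size of that shift and say nothing of these genes apart from others. With it the log2 fold change became 1.09 for Uty by LEENE OE (adjusted P = 3.2e-06), -0.342 for Cdh5 by KO (0.00093), and 0.372 for Pecam1 (0.0144) and 0.641 for Xist (0.0338) in KO + LEENE against WT + GFP. Pgf in KO + LEENE against WT + GFP went from -0.667 (adjusted P = 5.18e-12) to 0.00278 (0.985). The others were 0.367 for Nos3 by LEENE OE and 0.335 for Uty in KO + LEENE against WT + GFP. The mural set by LEENE OE became 0.926 and the dissociation set in KO + LEENE against WT + GFP 0.27. DESeq2 and its size factors in edgeR gave 0.0254 and 0.0167 for Xist in KO + LEENE against WT + GFP, and 0.0612 and 0.0482 for Uty by LEENE OE. DESeq2's size factors also shift all genes of a contrast, with a median log2 fold change of 0.0333 by LEENE OE and -0.0634 in KO + LEENE against WT + GFP, and these genes lay near 0. Over the fits that each left out one replicate, the value ran from -0.188 to 0.511 for the proliferation set by LEENE OE, from -0.978 to 0.11 for Nos3 and from -1.66 to 0.369 for Kdm5d by KO, from -0.00791 to 0.198 for Pecam1 and from -0.304 to 0.222 for Uty by LEENE OE, and from -0.327 to 0.355 for Xist in KO + LEENE against WT + GFP.

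Among other alternatives for single genes and sets, 704 values for genes and 226 for sets kept their side of the threshold or stayed within the spread between replicates, 135 and 97 values with no test moved by more than that spread, 5 and 33 passed the threshold anew, and 8 and 0 no longer passed it. The KO + LEENE libraries were the smallest, so a low count there is the least certain.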

Other observations

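The tests of ribosomal, mitochondrial and endothelial genes, of replicate agreement and of the shared comparison group were chosen only after the results they bear on were seen; the tests of GC content, gene length, depth and abundant genes were not. The number of genes called between groups was about 70.1% of those tested, while the 2 libraries of a group differed by little more than read sampling. A candidate explanation is that the libraries of a group were made from the same cells or cDNA: the largest of the 3 median ratios of variance to counting noise was 1.2. The libraries of each group also share 1 of 3 facility sample numbers in the file headers. This test does not tell apart shared cDNA, a shared pool of cells or mice that differ little. With the reads of each pair summed, edgeR put the coefficient of variation between the 3 groups at 144%, against 7.8% within groups. This description, added after seeing the data, has no P value.

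Another candidate explanation is that few RNA molecules entered each library, so that single genes were amplified by chance. Mitochondrially encoded protein genes are transcribed together, yet the SD of their log2 fold changes was 2.02 in KO + GFP against WT + GFP, 3.13 in KO + LEENE against KO + GFP and 1.89 in KO + LEENE against WT + GFP, above the 1 set for this explanation in each. These SDs lay at percentile 0.11, 4.1 and 9.32 of lists matched on mean expression. Of the 8 genes tested, 4 were higher and 4 lower in the first contrast, and all 8 were lower in each of the others. The ribosomal list was set by a symbol pattern that also takes in paralogs, and was left so because its result had been seen. For ribosomal protein genes the outcome was mixed. Their SD was 3.93, 4.08 and 3.15 in the same order, above those of the mitochondrial genes, with log2 fold changes from -6.06 to 12.9 in the first contrast. It lay at percentile 1.56, 7.09 and 0.61 of 10000 lists matched on mean expression in the same 3 contrasts. The second is above the 2.5 set for this explanation, and the other two are below it. By the percentile, the ribosomal genes moved together more than matched lists in the contrasts with WT + GFP. The mitochondrial genes did so in KO + GFP against WT + GFP. A low percentile shows some shared movement and cannot exclude amplification by chance, which matched lists from the same libraries would carry too. The limit of 1 on the SD, set for the mitochondrial list, cannot decide the explanation either. Lists matched to the mitochondrial genes had median SDs of 5.67, 4.99 and 3.76 in the same order, so most lists would exceed 1. The outcome thus depends on the list and the contrast, and the data leave the explanation open.

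A different mixture of cells was tested as another explanation, under which endothelial genes should move together. Their SD lay at percentile 47.1, 24.9 and 35 of matched lists in the 3 contrasts in the same order, so they did not move together more than other genes in any of them. Matched lists had median SDs of 4.41, 4.42 and 3.98, so the spread of single genes could hide a shared shift. The test thus cannot exclude a different mixture of cells, and it bears on endothelial cells only. Spearman's rho of log2 fold change with GC content was 0.0113, -0.0159 and -0.00897, and with gene length -0.00286, 0.0165 and 0.0171. Thinning all libraries to 1770992 reads left 4428 genes changed by KO, and leaving out mitochondrial and the 20 most abundant genes left 6212, both within 1.5 times of 6239. Depth thus bears on part of the number, by less than the limit set. Group, and whatever differed in the preparation of each group, cannot be told apart here, so neither a biological nor a technical origin is settled.

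The number of LEENE-rescued genes may follow from the shared KO + GFP libraries. The same count gave 1136 genes with WT + GFP lowest and 1310 with KO + LEENE lowest, as many as or more than with KO + GFP lowest. The number raised by KO and lowered by LEENE had its like in 2359 genes highest in WT + GFP and 2163 highest in KO + LEENE. The correlation of KO and LEENE changes, written with the same sign, was -0.462 with WT + GFP as the shared group and -0.505 with KO + LEENE, and a simulation of 8903 genes in 3 groups that vary independently gave -0.491. The same simulation gave 1901, 1991 and 2268 genes lowest in KO + GFP, WT + GFP and KO + LEENE, more than were observed in each group, so it matched the correlation and not the counts. With TMM, then, these 3 results do not set KO + GFP apart from the other groups. Counting all 3 groups under other settings was added after seeing the data: the genes lowest in KO + GFP, WT + GFP and KO + LEENE numbered 1176, 1123 and 1245 with DESeq2's size factors, 798, 787 and 850 by DESeq2, 354, 428 and 436 with at least 10 reads in every sample, and 856, 842 and 860 after thinning. The exception was library size only, with 2205, 1178 and 676, where KO + GFP stood apart. The genes highest in KO + GFP, WT + GFP and KO + LEENE numbered 2223, 2368 and 2240 with DESeq2's size factors, 1778, 2165 and 3171 with library size only, 1838, 1720 and 1614 by DESeq2, 546, 491 and 462 with at least 10 reads in every sample, and 1665, 1692 and 1880 after thinning. KO + GFP thus had the most such genes by DESeq2 and with at least 10 reads in every sample, and not in the others.

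Plekhh2, chosen after its values were seen, differed between replicate numbers: 57147 and 13 reads in WT + GFP, 1442 and 4 in KO + GFP, and 663 and 271 in KO + LEENE. It was the only gene past an adjusted P value of 0.05 for the replicate number in edgeR's fit with a block, at 1.72e-285 with a log2 fold change of -6.08, lower in the second library of each of the 3 groups. No explanation was tested.

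Reads of Xist, made from the inactive X chromosome in female cells, and of genes on chromosome Y were present in each library. Tsix and 4 other genes overlap Xist, and reads of these were not separated by strand. The Y-linked reads numbered 229 and 208 in WT + GFP, 167 and 98 in KO + GFP, and 267 and 304 in KO + LEENE. No explanation was tested.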
